A study of Mus musculus with 12 samples. Its data were reported in "N-VEGF, the Autoregulatory Arm of VEGF-A" (2022).

How the data were processed

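Gene expression was measured by RNA sequencing in mouse embryonic fibroblasts that carried an N-VEGF or an NLS-N-VEGF sequence under a doxycycline-inducible promoter. N-VEGF is the N-terminal part of a long form of the VEGF protein, and NLS-N-VEGF is the same part with a nuclear localization sequence. The 12 libraries formed 4 groups of 3, from the labels alone: NLS-N-VEGF cells without and with doxycycline (dox), and N-VEGF cells without and with dox. The authors prepared TruSeq libraries, sequenced single reads, trimmed them with Trim Galore, aligned them with TopHat2 to the mouse genome build GRCm38 and counted reads per gene with HTSeq-count. The deposited values are raw counts per gene, with no normalization, and the option for strand in the counting was not stated in the methods.

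The deposited count table held 54447 features, of which 54446 were Ensembl genes and 1 was the row of the construct insert. Of the Ensembl genes, 54409 were in the GENCODE release 21 mouse annotation of the same build, and 53842 of them had the same symbol. The gene coordinates are 1-based and from build GRCm38. All value columns were matched to a labelled library. Total counts per library lay between 13549331 and 18982127. The smallest level the depth could show, set at 3 counts of the total, lay between 0.158 and 0.221 counts per 1000000 counts of a library (CPM). Binomial intervals are Wilson intervals at the 95% level. Reads were not counted with molecular identifiers, so intervals and floors cover counting error only.

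Counts were tested with R 4.3.3 and edgeR 4.0.16. Genes were filtered with filterByExpr by group, which kept 13608 genes, and libraries were scaled by the trimmed mean of M-values (TMM). A quasi-likelihood model with 1 mean per group was fitted to all 12 libraries, and each contrast was tested with the quasi-likelihood F test. Calls had a Benjamini-Hochberg adjusted p under 0.05, taken separately in each contrast, and the tests were two-sided. The threshold of a 2-fold change was applied as a second, stricter call. The contrasts were dox against no dox in each population, the difference of these effects (the interaction), NLS-N-VEGF against N-VEGF cells with dox, and the same without dox. Genes specific to NLS-N-VEGF with dox were those past the threshold with the same sign in NLS-N-VEGF cells with dox against each of the other groups. Adjusted p-values in the text are from edgeR unless another tool is named. Standard errors (SE) of log2 fold changes were derived from the F statistic. Normalised CPM used the TMM-scaled library size, and principal components used log2 CPM with a pseudocount of 2 over the 1000 most variable genes.

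The labels number the libraries of each group and add a suffix, and each group had libraries 1 and 2 with a shared suffix, here called suffix a, and a library 2 with another suffix, here called suffix b. The meaning of the suffix was not stated in the labels. Number and suffix together were used as the replicate label, which pairs libraries across groups in 3 blocks. The pairing therefore comes from the labels, and was checked by the correlation of the libraries' deviations from their group means across 12058 genes with a mean of at least 1 CPM. Similarity of replicates was checked by a chi-square statistic of their counts, and no pair of libraries agreed within sampling noise. Between suffixes the statistic per gene was 19.2 to 85.6. Between libraries 1 and 2 of suffix a it was 1.85 and 5.49 in NLS-N-VEGF cells without and with dox. In N-VEGF cells it was 29.4 and 3.34. Whether libraries 1 and 2 of suffix a are independent replicates is not stated in the labels, so n = 3 may overstate the replication.

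Gene lists were written before the data were examined. They were 40 targets of hypoxia-inducible factor (HIF), 33 targets of the transcription factor ATF4, 13 protein-coding genes of the mitochondrial genome, and the study's own lists of 123 and 32 genes, copied as names with their listed direction, together with 17 genes its text names. The HIF and ATF4 lists were written from general knowledge. The first 3 lists were tested with camera from limma 3.58.1, at its preset inter-gene correlation of 0.01, with adjustment over 15 tests (3 lists in 5 contrasts). This preset makes small p-values easy to reach where genes of a list vary together, and fry from limma, which tests another null hypothesis, was run beside it. A list of 21 immediate early genes was added after the data were seen and adjusted over its own 5 contrasts.

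Genes were named by a rule fixed before the data were examined. Vegfa and Hif1a were always named. Otherwise the genes with the largest and the smallest log2 fold change past the threshold were named, up to 4 on each side in NLS-N-VEGF cells and up to 3 on each side in N-VEGF cells and among the specific genes. They needed a mean of at least 1 CPM and the same sign in all 3 same-numbered pairs. The row of the construct insert was added as a check of the labels. Of the genes the study's text names, those past the threshold were named. Genes outside the rule are named as chosen after their values were seen.

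The alternatives fixed before the data were examined were the Wald test of DESeq2 1.42.0, RLE scaling, no filter beyond 1 count in any library, at least 10 counts in every library (11721 genes), the replicate label as a block, the suffix as a batch term, the libraries of suffix a alone, the libraries of the compared groups alone, fry for the lists, and leaving out each library in turn. Added after the data were seen were DESeq2 with the replicate block, the replicate block with offsets for GC content and transcript length, and fry with the replicate block. The offsets were lowess trends of each library with a span of 0.3. GC content and length of the longest annotated transcript were known for 13601 of the tested genes (99.9%). Exons shared with other annotated genes were counted for each named gene, because reads of antisense or overlapping genes could be assigned to either one when strand is not used.

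The tests were run on simulated data with the library sizes of these libraries and the mean of each gene per suffix. Dispersions came from a fit with the suffix term. No difference between libraries 1 and 2 of suffix a was simulated beyond this spread, and no library that stood apart. Genes were changed only in NLS-N-VEGF cells with dox. Only the dox effect there was evaluated, so other contrasts are not covered. With 100 genes changed 2-fold and 100 changed 1.4-fold among 13418 genes, the model without a block recovered 74 and 16 of them, with 0 false calls among 90. The model with the replicate block recovered 94 and 64, with 19 false calls among 177. In simulations with 5 other seeds, false calls made up 7.18% of 864 calls with the block when gene-wise dispersions were simulated, and 4.00% of 875 calls when trended dispersions were. Without the block there were 0 false calls among 429 and among 405 calls, and unadjusted p-values under 0.05 were found for 1.20% of unchanged genes in simulations with no changed gene, against 4.88% with the block. The model without a block was therefore conservative on these simulated data, and the share of false calls with the block exceeded the nominal level when gene-wise dispersions were simulated.

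No table of another experiment was used here. Transcript isoforms were not analysed here, since the table holds 1 value per gene.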

Results

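RNA sequencing compared fibroblasts that expressed N-VEGF or NLS-N-VEGF from a dox-inducible promoter, before and after dox. The question was which transcripts change when N-VEGF is directed to the nucleus, apart from those that change with N-VEGF itself or with dox. Each of the 4 groups had 3 libraries. In NLS-N-VEGF cells without dox, the total counts of libraries 1 and 2 with suffix a and of library 2 with suffix b, which are parts of the libraries' labels, were 17252516, 15764303 and 13862189. With dox they were 18982127, 13549331 and 16450258. In N-VEGF cells without dox they were 16684018, 16060552 and 17316049, and with dox 15998428, 18636914 and 14921555. Between 19976 and 22889 genes were detected per library, and 97.9% to 99.0% of counts fell on protein-coding genes. Genes of the mitochondrial genome took 3.92% to 6.17% of counts, and the 10 most abundant genes took 6.04% to 7.51%.

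The libraries separated by the suffix of their labels more than by group. The first principal component held 58.1% of the variance, and the libraries with suffix a lay between -28.4 and -3.77 on it, against 22.7 to 26.4 for those with suffix b. Between the suffixes, 6207 of 13608 genes differed in edgeR's quasi-likelihood test with group in the model, 677 of them at least 2-fold. Every group had 2 libraries of suffix a and 1 of suffix b, so the suffix was balanced across groups. Deviations from the group means correlated between same-numbered libraries of different groups with a mean of 0.54 over 18 pairs, against -0.23 over 36 differently numbered pairs. Within suffix a, the difference between libraries 1 and 2 correlated between groups by only 0.04 over 6 pairs. The shared variation therefore followed the suffix and hardly the number. With the replicate label as a block, the common biological coefficient of variation was 7.86%, against 15.5% without it. Library 1 of N-VEGF cells without dox lay apart from the others on the second component (11.3% of the variance) and had the lowest number of genes detected.

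**Figure D1:**
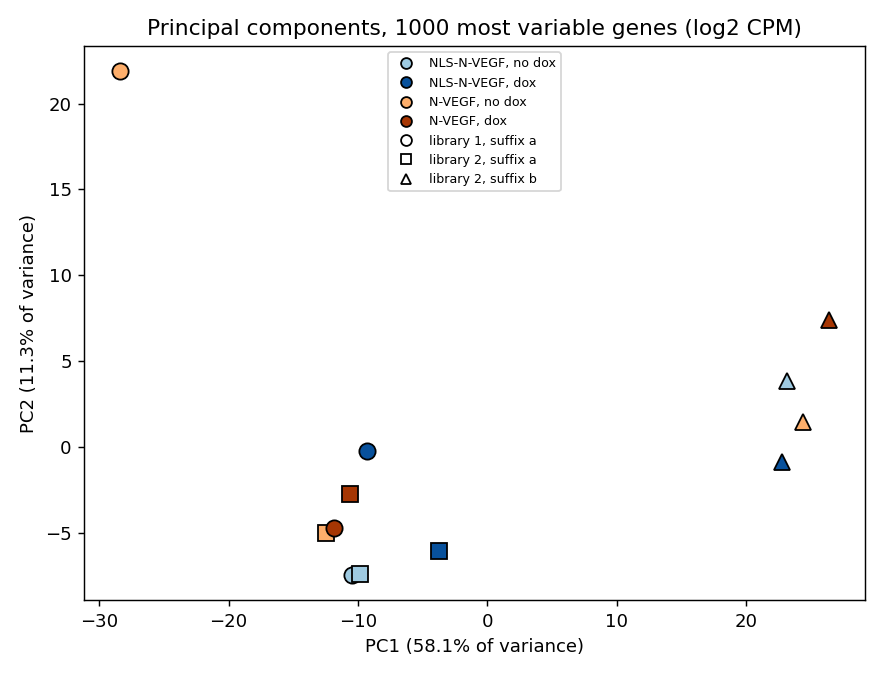
Principal components of the 12 libraries from log2 CPM (counts per 1000000) of the 1000 most variable genes, with the first component on the x axis, the second on the y axis, colour for the group and marker shape for the replicate label. The 4 libraries with suffix b lie at 22.7 to 26.4 on the first component and the 8 others at or below -3.77.

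Reads of the construct were followed first, because they check the labels. The table holds a row for the construct insert (orf_Insertion, 592 positions of a separate contig named ORF_NLS), which both populations' reads can fill. It held 5, 7 and 12 counts in the NLS-N-VEGF libraries without dox, in the order given above, and 48, 35 and 173 with dox. N-VEGF libraries held 5, 10 and 7 counts without dox and 121, 149 and 268 with dox. The group means were 0.53 ± 0.29 normalised counts per 1000000 (CPM) in NLS-N-VEGF cells without dox and 5.13 ± 4.43 CPM with dox (SD, n = 3). In N-VEGF cells they were 0.45 ± 0.15 CPM without and 11.2 ± 5.85 CPM with dox (SD, n = 3). As a share of all counts, the lowest dox library had 2.53 unscaled CPM (Wilson 95% interval 1.91 to 3.35). The dox library with the fewest construct counts had 2.58 (1.86 to 3.59), and the library without dox with the most had 0.87 (0.50 to 1.51). All 6 dox libraries were thus above all 6 libraries without dox. The log2 fold change was 4.62 (SE 0.67) in N-VEGF cells, with an edgeR adjusted p of 0.0412, and 3.31 (SE 0.67) in NLS-N-VEGF cells, with an edgeR adjusted p of 0.557. Under the replicate block the same log2 fold changes were 4.65 (edgeR adjusted p 1.3e-07) and 3.19 (edgeR adjusted p 9.3e-05), in libraries whose same-numbered correlation was 0.54.

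In NLS-N-VEGF cells, dox changed few genes past the threshold. The model without a block gave 3 genes higher and 0 lower with an edgeR adjusted p under 0.05, and 318 genes had an unadjusted p under 0.05. Of the 3 genes, 2 were changed at least 2-fold. With the replicate block (same-numbered correlation 0.54), 17 genes passed, 12 higher and 5 lower, and 8 were changed at least 2-fold, with 989 genes at an unadjusted p under 0.05. The alternative that moved the count most used the libraries of suffix a alone and gave 109 genes, 43 higher and 66 lower. That fit has 2 libraries per group, and its spread is only that within suffix a. Adgrg1 (ENSMUSG00000031785, chromosome 8, 94974751 to 95014217) rose from 1.26 ± 0.25 to 15.1 ± 9.21 CPM (SD, n = 3). Its log2 fold change was 3.57 (SE 0.44, edgeR adjusted p 0.022), and 3.47 with the block (edgeR adjusted p 2.3e-07). Spon2 (ENSMUSG00000037379, chromosome 5, 33198184 to 33218455) rose from 31.4 ± 2.57 to 78.7 ± 12.1 CPM (SD, n = 3). Its log2 fold change was 1.32 without the block (SE 0.14, edgeR adjusted p 0.0114) and 1.32 with it. Map4k3 (ENSMUSG00000024242, chromosome 17, 80580512 to 80728093) had a log2 fold change of 0.69 (SE 0.09, edgeR adjusted p 0.025), and 1.09% of its exon bases are shared with an antisense gene. Under the block the rule also named Etl4, which had a log2 fold change of 1.42, and 4 genes that were lower. These were Fam135b with a log2 fold change of -1.51, Txnip with -1.45, Mgp with -1.13 and Slc1a3 with -0.93, at edgeR adjusted p of 0.0166, 0.00444, 0.00492 and 0.0415. Of the exon bases of Txnip, 19.4% are shared with an antisense gene, so its counts are uncertain.

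In N-VEGF cells, the control for the protein without the localization sequence and for dox itself, 5 genes were higher and 0 lower without a block. There were 201 genes at an unadjusted p under 0.05. The 3 changed at least 2-fold were Adgrg1, the construct insert and Etl4. Adgrg1 rose from 1.01 ± 0.15 to 29.3 ± 11.2 CPM (SD, n = 3), with a log2 fold change of 4.84 (SE 0.45, edgeR adjusted p 0.00227). Etl4 (ENSMUSG00000036617, chromosome 2, 19909780 to 20810713) rose from 4.23 ± 1.04 to 17.8 ± 3.53 CPM (SD, n = 3), with a log2 fold change of 2.06 (SE 0.27, edgeR adjusted p 0.0236). Map4k3 and Spon2, named after their values were seen because the count was small, had log2 fold changes of 0.79 and 0.99, with edgeR adjusted p of 0.00953 and 0.0412. With the replicate block (same-numbered correlation 0.54), 15 genes passed, 11 higher and 4 lower, and 5 were changed at least 2-fold, with 735 genes at an unadjusted p under 0.05. Under the block Adgrg1 and Etl4 had log2 fold changes of 4.86 and 2.08, and Mgp, Adamts1 and Plpp3 were lower, with log2 fold changes of -0.94, -0.46 and -0.45 at edgeR adjusted p of 0.0241, 0.0433 and 0.0241.

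The dox effects of the populations overlapped. All 3 genes called in NLS-N-VEGF cells without the block were also called in N-VEGF cells. Under the replicate block (same-numbered correlation 0.54), 8 genes were called in both populations. Of the 17 genes called in NLS-N-VEGF cells with the block, 15 changed in the same direction in N-VEGF cells and 14 passed there when p-values were adjusted over these genes alone. Heph and Mid2, named after their values were seen, had opposite signs, but their values in N-VEGF cells were near 0. With the block these log2 fold changes were 0.02 and -0.07, at edgeR adjusted p of 0.989 and 0.947. In NLS-N-VEGF cells they were -0.73 and 0.57. Across 12058 genes with a mean of at least 1 CPM, the log2 fold changes of both populations had a Pearson correlation of 0.36 without and 0.34 with the block. This correlation is across genes, which are not independent replicates. From the log2 ratios of single same-numbered pairs, a check added after the data were seen, it was -0.03 and 0.27 in libraries 1 and 2 of suffix a and 0.11 in suffix b. The correlation was therefore weak or absent in single pairs.

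**Figure D2:**
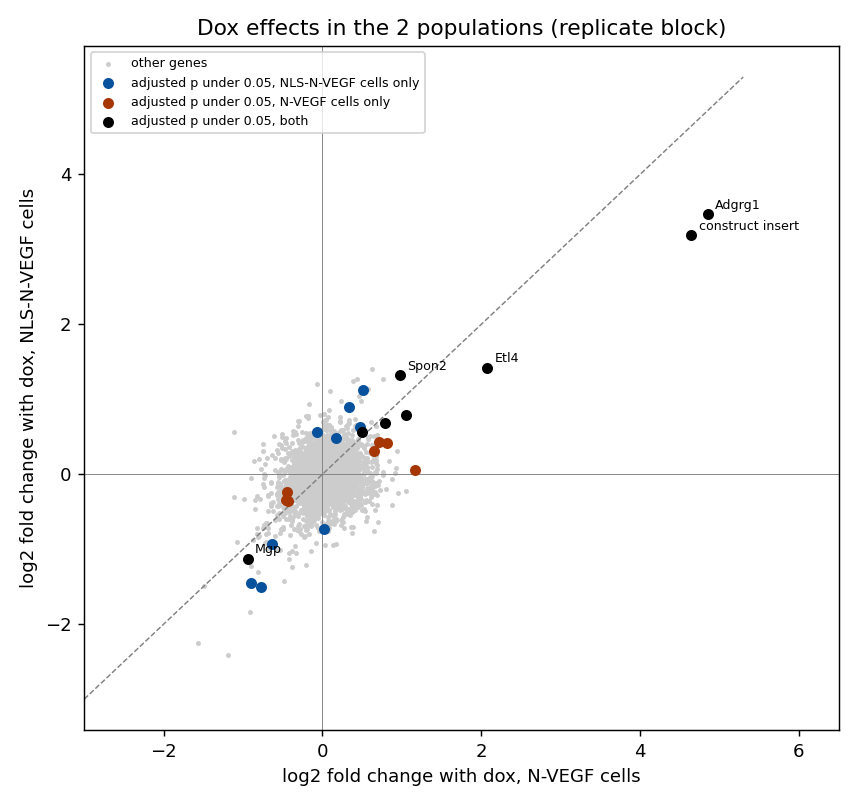
Log2 fold change with dox in N-VEGF cells (x axis) against NLS-N-VEGF cells (y axis) for 12058 genes with a mean of at least 1 CPM, from the fit with the replicate block, with filled points for genes with an adjusted p under 0.05. Black points mark the 8 genes called in both populations, with Adgrg1 at 4.86 and 3.47, and the dashed line marks equal change.

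No gene passed the threshold for the difference of the dox effects, which asks directly whether dox acts differently when N-VEGF carries the localization sequence. There were 0 genes without a block, with 116 at an unadjusted p under 0.05, and 0 genes with the replicate block, with 464 at an unadjusted p under 0.05 (same-numbered correlation 0.54). Such p-values also arise with no change, in simulations for 1.20% of a median of 13429 genes without the block and 4.88% with it. Counts of them are therefore no evidence of changed genes on their own. The simulations did not cover this contrast, so its power is unknown. Its SE is larger than that of a single dox effect, for Vegfa 0.23 against 0.16 without the block. Between NLS-N-VEGF and N-VEGF cells with dox, 0 genes passed without the block, with 160 at an unadjusted p under 0.05. With the block 2 genes passed and 621 had an unadjusted p under 0.05. Both, named after their values were seen, were lower in NLS-N-VEGF cells, Adgrg1 with a log2 fold change of -1.01 (edgeR adjusted p 0.0309) and Heph with -0.74 (edgeR adjusted p 0.0417). Without dox, 0 genes passed in either model, with 82 at an unadjusted p under 0.05 without the block and 499 with it. Genes specific to NLS-N-VEGF with dox, changed in the same direction against each of the other 3 groups, numbered 0 without the block, where 17 genes had an unadjusted p under 0.05 in all 3 contrasts. With the block there was 1, Heph, which was lower with dox in NLS-N-VEGF cells (log2 fold change -0.73, edgeR adjusted p 0.00869), and 128 genes met the unadjusted threshold.

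Vegfa, from which the construct derives, and Hif1a were followed in every library. Vegfa (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369) had 88.7, 87.5 and 84.9 CPM in NLS-N-VEGF cells without dox and 130.4, 120.9 and 79.6 CPM with dox. In N-VEGF cells it had 78.9, 92.5 and 74.1 CPM without dox and 92.7, 85.6 and 73.3 CPM with dox. Its log2 fold change with dox was 0.34 (SE 0.16) in NLS-N-VEGF cells and 0.04 (SE 0.16) in N-VEGF cells, with edgeR adjusted p of 0.9998 and 0.9999, and the difference of these effects was 0.31 (SE 0.23). The 2 pairs with suffix a rose in NLS-N-VEGF cells, and the pair with suffix b had a log2 ratio of -0.09. Under the replicate block the log2 fold change of Vegfa in NLS-N-VEGF cells was 0.32 (edgeR adjusted p 0.363). Hif1a (ENSMUSG00000021109, chromosome 12, 73901375 to 73947530) had 200.4, 193.3 and 140.8 CPM in NLS-N-VEGF cells without dox and 241.0, 221.0 and 154.9 CPM with dox. In N-VEGF cells it had 180.8, 189.7 and 152.1 CPM without dox and 201.2, 203.4 and 129.6 CPM with dox. Its log2 fold change was 0.21 (SE 0.20) in NLS-N-VEGF cells and 0.03 (SE 0.20) in N-VEGF cells, and with the block 0.20 (edgeR adjusted p 0.575) and 0.01. Of its exon bases 8.11% are shared with other annotated genes. Neither gene passed the threshold over all genes, with or without the block (same-numbered correlation 0.54).

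**Figure D3:**
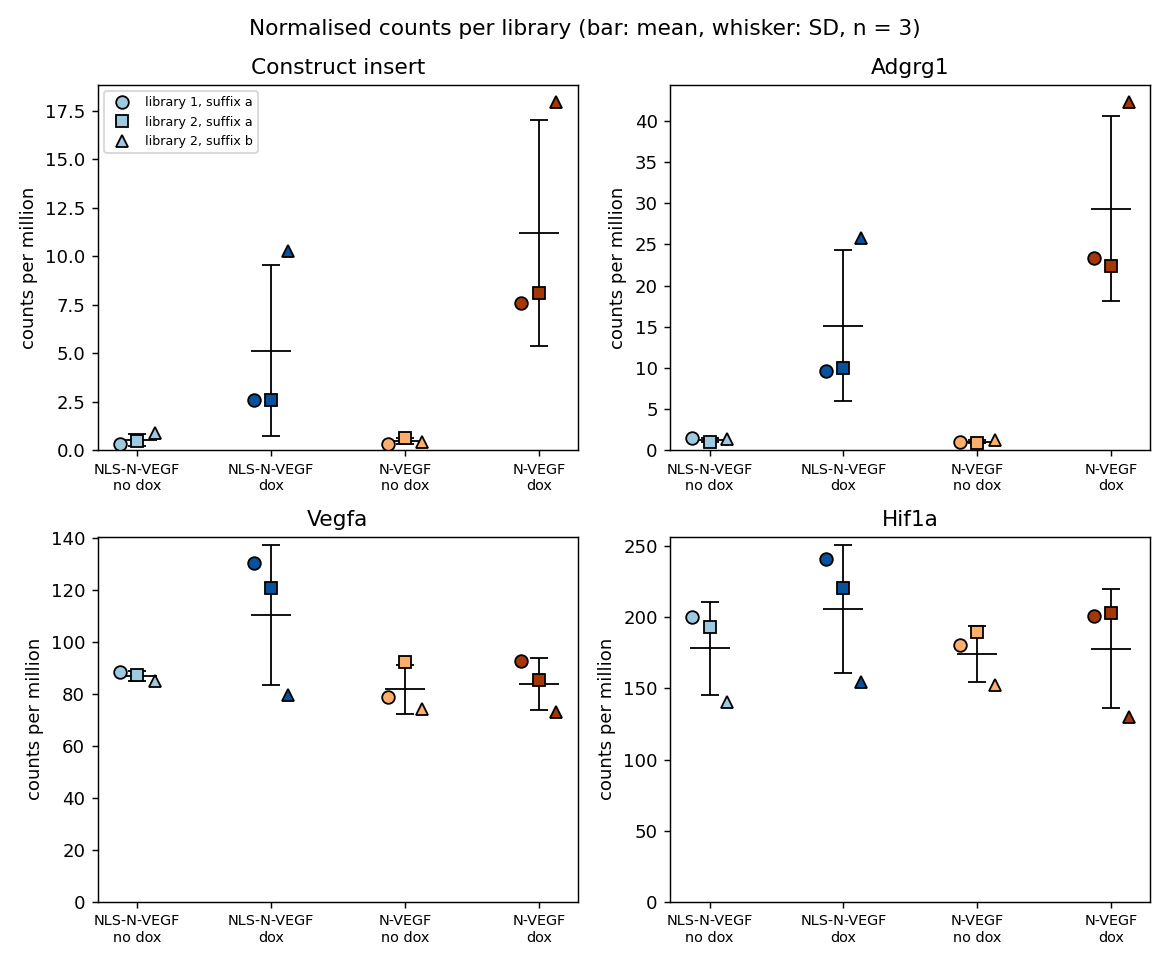
Normalised CPM (y axes, from 0) of the construct insert, Adgrg1, Vegfa and Hif1a in each library of the 4 groups (x axes), with bars for the group mean, whiskers for the SD (n = 3) and marker shape for the replicate label. Adgrg1 averages 15.1 and 29.3 with dox and 1.26 and 1.01 without, while Vegfa is at 130.4, 120.9 and 79.6 in the NLS-N-VEGF libraries with dox.

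The study's own lists of changed genes were then followed in the dox effect in NLS-N-VEGF cells. They are calls on these data, so their direction here shows no stability. All 155 listed genes were tested, 123 listed as higher and 32 as lower. In their listed direction, 3 genes passed the threshold over all genes and 16 passed when adjusted over the lists alone. With the replicate block (same-numbered correlation 0.54), these counts were 12 and 109. In either direction they were 3 and 19 without the block, and 14 and 153 with it. Of the genes listed as higher 100 were higher, and of those listed as lower 9 were lower, so that 46 genes moved against their listed direction. In total 123 of the 155 were higher and 32 lower, the same numbers as the lists hold, so the direction given to single genes in the lists is itself uncertain. In either direction 69 of the 155 had an unadjusted p under 0.05, and 9 were changed at least 2-fold. The median absolute fold change was 1.24. In N-VEGF cells, 92 of the 123 genes listed as higher were also higher with dox, but by less, with a median log2 fold change of 0.07 against 0.28 in NLS-N-VEGF cells. The difference of the dox effects was above 0 for 94 of the 123, with a median of 0.16. Without the block none of the 155 passed for this difference over the lists alone, and 6 had an unadjusted p under 0.05. With the block (same-numbered correlation 0.54) 8 passed over the lists alone, 5 of them with a larger effect in NLS-N-VEGF cells, and 55 had an unadjusted p under 0.05. None passed over all genes, and the genes had been selected on these data. The 17 genes named in the study's text for angiogenesis, survival and the cytoskeleton were all higher with dox in NLS-N-VEGF cells, and 16 of them were higher in N-VEGF cells. Their median log2 fold changes were 0.31 and 0.16. The difference of the dox effects was above 0 for 15 of the 17, with a median of 0.17. For this difference 0 genes passed over this list alone without the block. With the block Adgrg1 alone did, with the smaller effect in NLS-N-VEGF cells. For the dox effect in NLS-N-VEGF cells without the block, Adgrg1 alone passed over all genes, and Adgrg1, Sh3rf1, Cav2 and Src passed over this list alone. With the block Adgrg1, Sh3rf1 and Src passed over all genes and 17 over the list alone.

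Targets of HIF were tested as a list, because the comparison asks whether nuclear N-VEGF starts part of the hypoxia response. Of the 40 genes, 38 were tested. In NLS-N-VEGF cells their median log2 fold change with dox was 0.00, with 19 genes higher (limma camera adjusted p 0.612). In N-VEGF cells it was -0.08, with 12 genes higher (limma camera adjusted p 0.133). The difference of the dox effects had a median of 0.08, with 25 genes higher (limma camera adjusted p 0.0985). With the replicate block (same-numbered correlation 0.54) the medians were 0.00, -0.08 and 0.07, with limma camera adjusted p of 0.508, 0.0913 and 0.0384. The difference thus passed the threshold with the block and not without it. It did not pass with fry, which had an adjusted p in limma of 0.911 without and 0.518 with the block. In same-numbered pairs, the list's median log2 ratio in NLS-N-VEGF cells less that in N-VEGF cells was 0.09, -0.04 and 0.004. Leaving out single libraries moved the median of the difference of the dox effects between -0.02 and 0.16. Between the populations with dox, the list was higher in NLS-N-VEGF cells by a median of 0.05, with 29 genes higher (limma camera adjusted p 0.00351). With the block it was higher by 0.06 (limma camera adjusted p 6.2e-04). It did not pass with fry, at an adjusted p in limma of 0.911 without and 0.381 with the block. The median was -0.01 without library 1 of NLS-N-VEGF cells with dox. It was also -0.01 without the library of suffix b of N-VEGF cells with dox.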

Values the study reported

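The study collected cells after 16 h of dox and called genes at a fold change of at least 2 with an adjusted p-value under 0.05. It reported 123 genes as upregulated and 32 as downregulated through nuclear N-VEGF, 155 in all. Of these, it gave 42% as moving the same way under hypoxia, with 51 genes induced and 14 lowered in both settings.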

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

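The list of immediate early genes was chosen after the data were seen, so every test of it was chosen only then. For all lists here, fry with the replicate block and the offsets for GC content and length were chosen after the data were seen. The HIF and ATF4 lists, camera, the replicate block and leaving out each library in turn were fixed before. Adjusted p-values of lists are from camera in limma. In single same-numbered pairs, the difference of the dox effects is a difference of 2 medians. It is the list's median log2 ratio in NLS-N-VEGF cells less that in N-VEGF cells. In the fits it is the median of the differences of single genes, so the measures are not the same.

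The immediate early genes, a set of 21 genes that respond fast to growth factors and handling, had dox effects that differed between the populations. The median difference of the log2 dox effects was -0.23, with 2 of 21 genes higher, at an adjusted p of 1.9e-06. With the replicate block it was -0.27, again with 2 genes higher, at an adjusted p of 2.0e-09. Leaving out single libraries moved the median between -0.26 and -0.07, so its sign held and its size depended on single libraries. Over the alternatives with camera, those leave-outs included, the adjusted p lay between 2.7e-19 and 0.00119. With fry it was 0.179 without and 0.172 with the block, so the list passed with camera only. The difference was negative in 2 of the 3 same-numbered pairs, at -0.26 and -0.31, and 0.04 in the pair with suffix b. Before dox the same list was higher in NLS-N-VEGF than in N-VEGF cells by a median of 0.16, with 20 of 21 genes higher (adjusted p 7.6e-10). With the block and offsets for GC content and length that adjusted p was 3.2e-16, so the corrected trends of GC content and length do not account for it. With fry it did not pass, at an adjusted p of 0.0972 without and 0.127 with the block. The list was higher before dox in 3 of the 3 same-numbered pairs, by 0.20, 0.28 and 0.04, so the direction was seen for both suffixes, and its size was small in the pair with suffix b. With dox the list did not differ between the populations past the threshold. Its median was -0.08 with 7 of 21 genes higher, at an adjusted p of 0.972 without and 0.651 with the block. The difference of the dox effects is the difference with dox less that before dox. The measured difference before dox is therefore part of it. How cells were handled on the days of collection is not recorded in the labels and was not tested, and a biological origin cannot be told apart from it.

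The HIF target list had a difference of the dox effects past the threshold with the replicate block and not without it. The median was 0.07 with 26 of 38 genes higher and an adjusted p of 0.0384 with the block, against 0.08 with 25 genes higher and an adjusted p of 0.0985 without it. Over the alternatives the adjusted p ranged from 9.7e-04 to 0.971, and 8 of the 21 passed. With fry it was 0.911 without and 0.518 with the block. Positive values came from 2 of the 3 same-numbered pairs, at 0.09 and 0.004, and the other was -0.04. Correction for GC content and length with the block left it past the threshold, at a median of 0.08 and an adjusted p of 0.0131. Leaving out any of 4 libraries brought the median near 0. It was -0.02 without library 1 of N-VEGF cells before dox and 0.02 without library 1 of NLS-N-VEGF cells with dox. It was 0.01 without the library of suffix b of NLS-N-VEGF cells before dox, and 0.01 without that of N-VEGF cells with dox. The difference thus depends on single libraries, and on no one of them in particular.

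The ATF4 target list, a measure of the integrated stress response, had a difference of the dox effects with a median of 0.08 and 26 of 30 genes higher with the replicate block, at an adjusted p of 0.00538. Without the block the median was 0.09 with 26 genes higher, at an adjusted p of 0.0649. Over the alternatives the adjusted p ranged from 6.9e-05 to 0.936, and fry gave 0.911 without and 0.542 with the block. The same-numbered pairs gave 0.29, 0.02 and -0.11. Before dox the list was lower in NLS-N-VEGF than in N-VEGF cells, with 6 of 30 genes higher. The median was -0.07 (adjusted p 0.0848) without and -0.06 (adjusted p 0.0226) with the block, and fry with the block gave 0.624. Without library 1 of N-VEGF cells before dox that median was 0.06. With dox the populations differed by 0.03 with the block (adjusted p 0.212). The measured difference before dox, which depended on that library, is by definition part of the difference of the dox effects. In NLS-N-VEGF cells alone the list rose with dox by a median of 0.09, with 24 of 30 genes higher and in 3 of 3 pairs, at an adjusted p of 0.0505 without and 0.00146 with the block. That effect had an adjusted p of 4.3e-06 with the block and offsets for GC content and length, so these trends do not account for it, and its adjusted p ranged up to 0.911 over the alternatives. Without the library of suffix b of NLS-N-VEGF cells before dox its median was -0.01, at an adjusted p of 0.892. Without library 1 of NLS-N-VEGF cells with dox its median was -0.01 as well, at an adjusted p of 0.699. Without library 1 of N-VEGF cells before dox the difference of the dox effects had a median of -0.04 and an adjusted p of 0.528. The median was -0.01 (adjusted p 0.831), 0.02 (0.936) and 0.04 (0.498) without the other 3 libraries named for the HIF list, so this difference too depends on single libraries.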

How the results depend on the processing

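The fits of DESeq2 with the replicate block, and of edgeR with the block and offsets for GC content and length, and of fry with the block for the HIF list, were chosen after the data were seen. All other alternatives were fixed before the data were examined. Where a result changed, the cause was not tested unless stated.

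Scaling by RLE factors and requiring 10 counts in every library left all counts of genes within 1.5 times those reported, and RLE kept the split of higher and lower calls. The dox effect in NLS-N-VEGF cells gave 3 genes, 2 of them at least 2-fold, and 3 of the study's listed genes in their listed direction. Other settings moved these counts. The DESeq2 Wald test gave 9, 6 and 8. No filter gave 53, 26 and 18, with 34 of the 53 lower. The replicate block gave 17, 8 and 12, and the suffix as a batch term gave 15, 8 and 11. Libraries of suffix a alone gave 109, 28 and 38, with 66 of the 109 lower. DESeq2 with the block gave 32, 9 and 23, and the block with GC and length offsets gave 46, 11 and 30. Only the libraries of the compared groups gave 0, 0 and 0, with 507 genes at an unadjusted p under 0.05. All 3 genes called without a block were also called in each of these settings except the last. Fits that each left out one library of the compared groups gave 0 to 2 genes, 0 to 2 at least 2-fold and 0 to 2 listed genes, with 160 to 524 genes at an unadjusted p under 0.05. Leaving out any library of NLS-N-VEGF cells before dox lost all 3 calls, and leaving out any of their dox libraries lost Map4k3 and kept Adgrg1 and Spon2.

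For the dox effect in N-VEGF cells, 5 genes were reported, 3 of them at least 2-fold. The DESeq2 Wald test gave 7 and 4. No filter gave 36 and 10, with 23 of the 36 lower, and the replicate block gave 15 and 5. The suffix term gave 13 and 4, and libraries of suffix a alone gave 16 and 7. DESeq2 with the block gave 33 and 7, the block with GC and length offsets gave 35 and 5, and only the compared groups gave 1 and 1. Fits that each left out one library of the compared groups gave 1 to 4 genes, and 1 to 3 at least 2-fold, with Adgrg1 called in each of them.

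The difference of the dox effects had 0 genes, with 116 at an unadjusted p under 0.05. It had 1 gene with no filter and 4 with libraries of suffix a alone, and 0 in the other settings, leave-outs included, with 64 to 695 genes at an unadjusted p under 0.05. NLS-N-VEGF against N-VEGF cells with dox had 0 genes reported, with 160 at an unadjusted p under 0.05. It had 9 with no filter, 2 with the replicate block, 2 with the suffix term, 11 with suffix a alone, 5 with DESeq2 and the block, and 3 with the block and offsets. Without dox, where 0 were reported and 82 had an unadjusted p under 0.05, there were 10 with no filter, 5 with suffix a alone and 1 with DESeq2 and the block. Genes specific to NLS-N-VEGF with dox, reported as 0 with 17 at an unadjusted p under 0.05, numbered 6 with no filter (4 at least 2-fold), 1 with the replicate block, 1 with the suffix term, 8 with suffix a alone (5 at least 2-fold), 1 with DESeq2 and the block, and 2 with the block and offsets. In the fits that each left out one library, these 3 results stayed at 0, with 83 to 338, 58 to 1043 and 5 to 110 genes at an unadjusted p under 0.05.

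The HIF target list had no stable direction. In NLS-N-VEGF cells its median of 0.00 turned to -1.04e-04 with RLE, -0.00271 with 10 counts in every library, -0.025 with suffix a alone and -0.00499 with only the compared groups. Leaving out one library each gave medians from -0.0878 to 0.0629. In N-VEGF cells the median of -0.08 ranged from -0.142 to 0.0495 over these leave-outs. For the difference of the dox effects, 0.08 without passing the threshold, the replicate block (0.0674), the suffix term (0.0737) and the block with offsets (0.0849) passed, and leaving out one library each gave medians from -0.0196 to 0.159. With fry the difference did not pass, with or without the block.

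The log2 fold changes of Vegfa and Hif1a in N-VEGF cells were near 0 and changed sign. For Hif1a it was -0.00442 with DESeq2 and the block and -0.0509 with the block and offsets, and leaving out one library each gave -0.0773 to 0.215. For Vegfa those leave-outs gave -0.0508 to 0.131. In NLS-N-VEGF cells both genes kept their positive direction in every alternative, with Vegfa at 0.20 to 0.53 and Hif1a at 0.06 to 0.38. The 7 reversals among single genes are all of these 2 genes in N-VEGF cells. Calls in NLS-N-VEGF cells went from all higher to mostly lower with no filter and with suffix a alone. Among single genes and the splits of counts by direction, 333 values kept their direction and side of the threshold or stayed within 1.5 times, and 52 others moved, 52 passed the threshold only under the alternative and 28 no longer passed.

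Among the named genes, depth limits the construct row most, which held 5 to 12 counts in libraries without dox. On simulated data the model without a block found 15% of genes changed 1.4-fold and the model with it 69.6%.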

Other observations

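The tests of the suffix, of the shared dox response, of Adgrg1 against the construct, of Vegfa, of the library size, of GC content and length, of fry with the replicate block and of the mitochondrial list without 1 library were chosen only after the results were seen. The comparisons with other splits of the libraries were set out before.

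Genes that changed specifically in NLS-N-VEGF cells with dox at least 2-fold numbered 0 here, with 17 at an unadjusted p under 0.05 at any fold. That is lower than the numbers quoted from the study above, but the counts are not like for like. Here a change against each of the other 3 groups was required. The paper set these cells against NLS-N-VEGF cells without dox and N-VEGF cells with dox. At 2-fold the count was 4 with no filter and 5 with suffix a alone. At any fold, 6 of the 6 specific genes with no filter were lower, and 7 of the 8 with suffix a alone. The study's lists hold mostly higher genes, so these counts do not match them in direction. Of the study's 155 genes, 9 reached 2-fold with dox in NLS-N-VEGF cells, so the threshold behind its lists is uncertain.

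Few genes passed the threshold without a block. Variation tied to the label suffix may explain this, because 6207 genes differed between the suffixes. The common biological coefficient of variation was 15.5% without a block, 7.86% with the replicate block and 7.93% with the suffix term. For the dox effects, calls rose from 3 to 17 and 15 in NLS-N-VEGF cells and from 5 to 15 and 13 in N-VEGF cells. Between the populations with dox they rose from 0 to 2 with each term. They stayed at 0 with either term for the difference of the dox effects and between the populations without dox. The meaning of the suffix is not known, and it was balanced over the groups, so it is not confounded with them.

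The genes called with dox in NLS-N-VEGF cells may reflect a response to dox or to the construct that both populations share. Of the 17 genes called with the replicate block, 14 passed in N-VEGF cells in the same direction when adjusted over these genes, in libraries that took no part in the call except through the shared estimate of spread and the block. Correction for GC content and length kept 16 of the 17, so these trends do not account for the calls. The difference between the populations was itself tested over these genes, and 8 of the 17 passed. The genes were selected for their change in NLS-N-VEGF cells, which can bias this count upwards where that change is the larger one. It was the smaller one for the construct insert, Adgrg1 and Etl4, whose differences of the log2 dox effects were -1.46, -1.39 and -0.65 with the block. Selection does not account for these differences. Cells without a construct were not analysed here, so an effect of dox itself cannot be told apart from an effect of the expressed protein.

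Adgrg1 and the construct insert varied together over the 6 dox libraries. Pearson's r of log2 CPM was 0.997 (exact permutation p 0.00417, adjusted 0.00833 over 2 measures) and Spearman's rho was 0.943 (exact permutation p 0.0167, adjusted 0.0167). Without the 2 libraries farthest from the median, r was 0.983 over 4 libraries. The amount of construct RNA is a candidate cause of the rise of Adgrg1, in both populations and whether or not the protein carries the localization sequence. Within the 4 libraries of suffix a, r was 0.997 (exact permutation p 0.208), and these are 2 libraries of each population. Suffix b holds 2 of the libraries, too few to recompute it. It also follows the difference between populations and suffixes, so it cannot be told apart from these.

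The rise of Vegfa in NLS-N-VEGF cells with dox was weighed against reads of the construct counted as Vegfa. N-VEGF cells held more construct reads, and their log2 fold change of Vegfa was 0.0358, which goes against this explanation. A difference linked to the suffix may play a part, because the rise was seen in both pairs with suffix a, while the pair with suffix b had a log2 ratio of -0.0923. That statement rests on 1 pair.

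Library 1 of N-VEGF cells before dox stood apart from the others. GC content may contribute, because the log2 ratio of this library to library 2 of suffix a correlated with GC content across 13601 genes with a Spearman rho of 0.373, against -0.036 to 0.232 in the other groups. Genes are not independent replicates. With transcript length the rho was -0.124, inside the range of -0.192 to 0.112 of the other groups. The total count of 16684018 was within the range of the other libraries. The library had 220 CPM of Malat1, named after its values were seen, against 708 to 1302 CPM in the others. It also had the lowest share of counts on long intergenic non-coding RNA genes, at 0.384%. The cause of these values was not tested. No biological explanation was tested for this library.

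The 13 mitochondrially encoded genes were higher with dox in both populations. The median log2 fold change was 0.20 in NLS-N-VEGF cells, with 12 of 13 genes higher (limma camera adjusted p 4.3e-05), and 0.33 in N-VEGF cells, with 12 of 13 higher (limma camera adjusted p 1.1e-07). With the replicate block the medians were 0.22 and 0.31, at limma camera adjusted p of 6.6e-05 and 3.0e-07. The pairs gave 0.39, -0.00 and 0.22 in NLS-N-VEGF cells and 0.53, 0.35 and 0.07 in N-VEGF cells, so the list was higher in 2 of 3 and 3 of 3 pairs. Library 1 of N-VEGF cells before dox does not account for all of the rise, since the median in N-VEGF cells was 0.18 without it. GC content and length do not account for all of it either, since the larger adjusted p of both populations was 1.4e-04 with the block and offsets. An effect of dox on mitochondrial transcripts is possible as a hypothesis. Under fry, which tests another null hypothesis, the adjusted p was 0.911 in both populations without the block and 0.518 with it, so the list passed with camera only. Over the other alternatives the adjusted p ranged from 3.5e-08 to 0.0901 in NLS-N-VEGF cells and from 2.6e-08 to 0.00472 in N-VEGF cells.

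The HIF target list was higher in NLS-N-VEGF than in N-VEGF cells with dox, by a median of 0.05 with 29 of 38 genes higher, in 2 of 3 same-numbered pairs. With the block and offsets for GC content and length its adjusted p was 4.2e-06, so these trends do not account for it. Over the alternatives the adjusted p ranged from 4.2e-06 to 0.911 (fry), and fry with the block gave 0.381. Without library 1 of NLS-N-VEGF cells with dox the median was -0.01, with 18 of 38 genes higher. Without the library of suffix b of N-VEGF cells with dox it was -0.01, again with 18 genes higher. Leaving out one library each moved the list as far as an adjusted p of 0.637. Its direction thus depended on single dox libraries, and a difference between these may account for it.

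Each comparison of 3 against 3 libraries was set against the other splits of the same 6 libraries. Of the 10 splits, 4 part all 3 same-numbered pairs, the real one included, so the smallest share possible among these was 0.25, and no result can fall under 0.05. For the dox effect in NLS-N-VEGF cells 1 of 4 splits gave as many genes, and the same held at the 2-fold threshold (1 of 4) and for the study's lists (1 of 4). For the dox effect in N-VEGF cells 1 of 4 gave as many, and 1 of 4 at the 2-fold threshold. The other splits with the same pairs parted gave 0 genes in these 5 results, and so did the 6 splits that part fewer pairs. Of those 6 splits, 2 divide the suffixes evenly, so that counting all 6 splits with even suffixes the same results stood at 1 of 6, where the smallest share possible is 0.167. This count was added after the results were seen. For the HIF list 4 of 4 splits gave a median as large in NLS-N-VEGF cells, 1 of 4 in N-VEGF cells and 2 of 4 for the difference of the dox effects. The comparisons with 0 genes, which were the populations with dox, the populations without dox, the difference of the dox effects and the specific genes with and without the fold threshold, were met by 4 of 4 splits by construction. Their counts at an unadjusted p under 0.05 were 160, 82, 116 and 17.

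The study's listed genes did not all move in their listed direction. Of the 155 genes, 46 moved against it in NLS-N-VEGF cells with dox, 23 of those listed as higher and 23 of those listed as lower. In total 123 were higher and 32 lower, which equals the sizes of the lists. Nrp1 and Sgk1, named after their values were seen, stand in the list of lower genes, although the study's text names them as raised, and both were higher here. The listed direction is therefore in doubt for at least these genes. In either direction 9 genes reached a 2-fold change, and the median absolute fold change was 1.24.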
